# Reduction of Proliferating Olfactory Cells and Low Expression of Extracellular Matrix Genes Are Hallmarks of the Aged Olfactory Mucosa

**DOI:** 10.3389/fnagi.2018.00086

**Published:** 2018-03-27

**Authors:** Rumi Ueha, Shigeyuki Shichino, Satoshi Ueha, Kenji Kondo, Shu Kikuta, Hironobu Nishijima, Kouji Matsushima, Tatsuya Yamasoba

**Keywords:** olfactory receptor neurons, aging, extracellular matrix genes, interleukin-6, insulin-like growth factor 1

## Abstract

**Background:** The incidence of olfactory impairment increases with age; however, the detailed molecular and cellular mechanisms underlying this increase are yet to be determined.

**Methods:** We examined the influence of aging on olfactory receptor neurons (ORNs), which are maintained by a unique stem cell system, from olfactory progenitor cells to mature ORNs, by histological comparisons of the physiological status of the olfactory epithelium between young adult and aged mice. Furthermore, we clarified the expression of genes encoding inflammatory cytokines, neurotrophins, growth factors, and extracellular matrix proteins to reveal the molecular mechanisms underlying olfactory impairment caused by aging.

**Results:** The numbers of mature and immature ORNs, but not olfactory progenitors, decreased in the aged olfactory epithelium, with a concurrent reduction in Ki-67-positive proliferating cells. Transcriptome analyses revealed an increase in *Il6*, encoding a component of senescence-associated secretary phenotypes (SASP), and a decrease in *Igf1*, encoding a growth factor for ORNs, in the aged nasal mucosa. Interestingly, expression levels of several extracellular matrix genes, including *Col1a2*, decreased in the aged nasal mucosa. Consistent with the transcriptional changes, the number of *Col1a2*-GFP-positive cells decreased in the aged lamina propria.

**Conclusions:** Our data suggest that reduction in ORN number and cell proliferation, reduced extracellular matrix gene expression, and increased SASP contribute to olfactory impairment during aging.

## Introduction

Olfaction is impaired by a variety of factors, including environmental chemicals, upper respiratory tract infection, trauma, and, in particular, aging. Clinically, the elderly have a high incidence of olfactory impairment (Bihun and Percy, 1995) and post-viral olfactory dysfunction associated with the disruption of the olfactory neuroepithelium (olfactory epithelium: OE) (Moran et al., 1992; Yamagishi et al., 1994; Reden et al., 2006).

The olfactory system consists of peripheral compartments such as the olfactory mucosa including olfactory receptor neurons (ORNs), and central structures such as the olfactory bulb, the piriform/entorhinal cortex, anterior insula, orbitofrontal cortices, or the cortical nucleus of the amygdala. The olfactory mucosa is located in the posterosuperior nasal cavity, and the olfactory bulb is located at the rostral tip of the lower frontal lobe (Su et al., 2009). The olfactory mucosa consists of the OE and lamina propria. The OE of the olfactory mucosa has a unique regenerative stem cell system; it is maintained by the life-long replenishment of mature ORNs in the luminal layer from the stem/progenitor cells in the basal layer (Costanzo, 1991; Schwob, 2002; Su et al., 2009; Ueha et al., 2014). During steady-state neurogenesis, primitive olfactory progenitor cells differentiate into late progenitor cells, which subsequently differentiate into immature ORNs. Various stimuli, such as neurotrophins and cytokines, cause immature ORNs to differentiate into mature ORNs (Buiakova et al., 1996; Suzukawa et al., 2011; Nickell et al., 2012; Heron et al., 2013). Thus, progenitor basal cells have key roles in the olfactory system.

Aging-related olfactory dysfunction is associated with several histological changes in the OE, such as a thinning of the OE (Weiler and Farbman, 1997; Watanabe et al., 2006; Kondo et al., 2009) and respiratory epithelial metaplasia (Paik et al., 1992; Nagano et al., 1997; Rosli et al., 1999). In humans, part of the OE in the elderly is converted to a metaplastic respiratory epithelium, and the metaplastic regions increase with age (Holbrook et al., 2011; Suzukawa et al., 2011). In addition, there is a decrease in basal cell proliferation over time (Fung et al., 1997; Nagano et al., 1997; Watanabe et al., 2006). However, the detailed molecular mechanism underlying the aging-related disruption of the OE is yet to be determined.

In the steady state condition, neurotrophins and growth factors have important roles in the differentiation, maturation, and maintenance of neurons (Fernandez and Torres-Aleman, 2012; Liu et al., 2013; Ziegler et al., 2015). In inflammatory conditions, the production of these factors is regulated by inflammatory cytokines (tumor necrosis factor (TNF), interleukin (IL)-1β, and IL-6) (Gölz et al., 2006; Temporin et al., 2008). Recently, it has become evident that some of these inflammatory cytokines are expressed in senescent cells in the tissues of aged individuals, even in the absence of an external irritant. This senescence-associated secretory phenotype (SASP) has detrimental effects on tissue homeostasis. Considering previous reports, the balance of neurotrophins, growth factors, and cytokines might be important for aging-related dysregulation of OE homeostasis. Interventions to maintain the balance of these soluble factors could represent a novel treatment strategy against aging-induced olfactory impairment. However, the exact changes in conditions and regulatory mechanisms associated with aging remain unclear. Accordingly, in the present study, we contributed to clarify the effects of aging on the ORNs, from olfactory progenitor cells to mature ORNs, by histological comparisons of the physiological status of the OE between young adult and aged mice. Furthermore, we examined the expression of genes encoding inflammatory cytokines, neurotrophins, growth factors, and extracellular matrix proteins to reveal the molecular mechanisms underlying olfactory impairment caused by aging.

## Methods

### Mice

Two-month-old (young adult) and 16-month-old (aged) male C57BL/6 mice (*n* = 12 for each age group, 6 mice for histological analyses and 6 mice for gene analyses) were purchased from Saitama Experimental Animals (Saitama, Japan). Type I collagen-green fluorescent protein (Col-GFP) reporter mice (*n* = 5 for each age group) were provided by Y. Inagaki (Inagaki et al., 1994). Mice were housed in a temperature-controlled (23–25°C) environment under a 12-h light-dark cycle (light from 09:00 to 21:00 and darkness from 21:00 to 09:00 h) with access to food and water *ad libitum*. All animal experiments were conducted in accordance with institutional guidelines and with the approval of the Animal Care and Use Committee of the University of Tokyo (Approval No. P15-115).

### Tissue preparation

The septal nasal mucosa was harvested for histological and quantitative real-time polymerase chain reaction (qPCR) analyses, and the olfactory bulb was harvested for qPCR analysis. Immediately after the mice were sacrificed, the nasal cavities were gently irrigated with 4% paraformaldehyde to minimize mechanical damage to the OE. The mandibles were discarded and trimmed heads were skinned, fixed in 4% paraformaldehyde for 24 h, and decalcified for 7 days using Decalcifying Solution B (Wako Pure Chemical Industries, Ltd., Osaka, Japan). After decalcification, the tissues were dehydrated in a series of graded ethanol solutions and embedded in paraffin.

### Antibodies

Neurogenesis was examined following previously described methods (Buckland and Cunningham, 1999; Ueha et al., 2014, 2016a,b); tissues were stained with the following anti-mouse primary antibodies: SOX2 (1:300 dilution; rabbit monoclonal, Abcam clone EPR3131; Cambridge, UK), GAP43 (1:1,000 dilution; rabbit polyclonal, NOVUS #NB300-143B; Littleton, CO, USA), Ki-67 (1:200 dilution; rabbit monoclonal, Novus #NB600-1252), OMP (olfactory marker protein; 1:8,000 dilution, goat polyclonal, Wako), and cleaved caspase-3 (1:300 dilution; rabbit polyclonal, Cell Signaling #9661; Danvers, MA, USA). SRY (sex determining region Y)-box 2 (SOX2) is a transcription factor that is widely expressed in stem cell populations and is involved in maintaining the undifferentiated state. In the OE, SOX2 is expressed by proliferating stem cells or progenitor cells in the basal layer, and regulates homeostasis of the OE (Buckland and Cunningham, 1999; Ueha et al., 2014, 2016a,b). Growth associated protein 43 (GAP43) is expressed by immature ORNs in the OE (Ueha et al., 2016b). Ki-67 (antigen identified by monoclonal antibody Ki-67) is a cellular marker for proliferation, and Ki-67-positive cells are detected throughout the depth of the OE, particularly in the basal layer (Ueha et al., 2016a,b). Caspases are crucial mediators of programmed cell death (apoptosis), and caspase-3 (Cas3) is a frequently activated death protease, catalyzing the specific cleavage of many key cellular proteins (Ueha et al., 2016a,b).

### Histological analyses

All samples were cut at the level of the anterior end of the olfactory bulb as described previously (Ueha et al., 2014, 2016a,b). Four-micrometer-thick paraffin sections were deparaffinized in xylene, rehydrated in ethanol, and subjected to hematoxylin and eosin (H&E) staining or immunostaining. Before immunostaining, antigen-retrieval was performed using antigen retrieval solution (S1700; Dako, Tokyo, Japan) and sections were treated with 3% hydrogen peroxide to block endogenous peroxidase activity. The sections were then incubated with Blocking One (Nacalai Tesque, Tokyo, Japan) for 30 min at room temperature to block non-specific antibody binding. Primary antibodies were detected using peroxidase-conjugated secondary antibodies and a diaminobenzidine substrate. Images of bilateral septal OE were acquired using a digital microscope (BZ-X700; Keyence, Osaka, Japan) at 400× magnification (Figures 1A,B). Analyses were restricted to the OE of the nasal septum to minimize variation among specimens. The number of OMP^+^ ORNs, SOX2^+^ ORN progenitors, GAP43^+^ immature ORNs, Ki-67^+^ cells, and cleaved caspase-3^+^ (Cas3^+^) apoptotic cells per mm of basal layer length was counted manually using digital imaging software (Photoshop CS6; Adobe, San Jose, CA, USA) in a blinded manner. SOX2^+^ sustentacular cells in the luminal layer, which lack progenitor activity (Schwob, 2002), were excluded from our quantification of SOX2^+^ ORN progenitors. For analysis of GFP expression, decalcified tissues were placed sequentially in 10 and 30% sucrose solution for a few hours and embedded in Tissue-Tek Optimal Cutting Temperature compound (OCT compound) (Sakura, Tokyo, Japan). Six-micrometer-thick sagittal nasal sections were stained with DAPI (2-(4-amidinophenyl)-1H-indole-6-carboxamidine; Vector Laboratories, Burlingame, CA, USA), and fluorescence images were acquired using a BZ-X700 fluorescence microscope (Keyence, Osaka, Japan).

**Figure 1:**
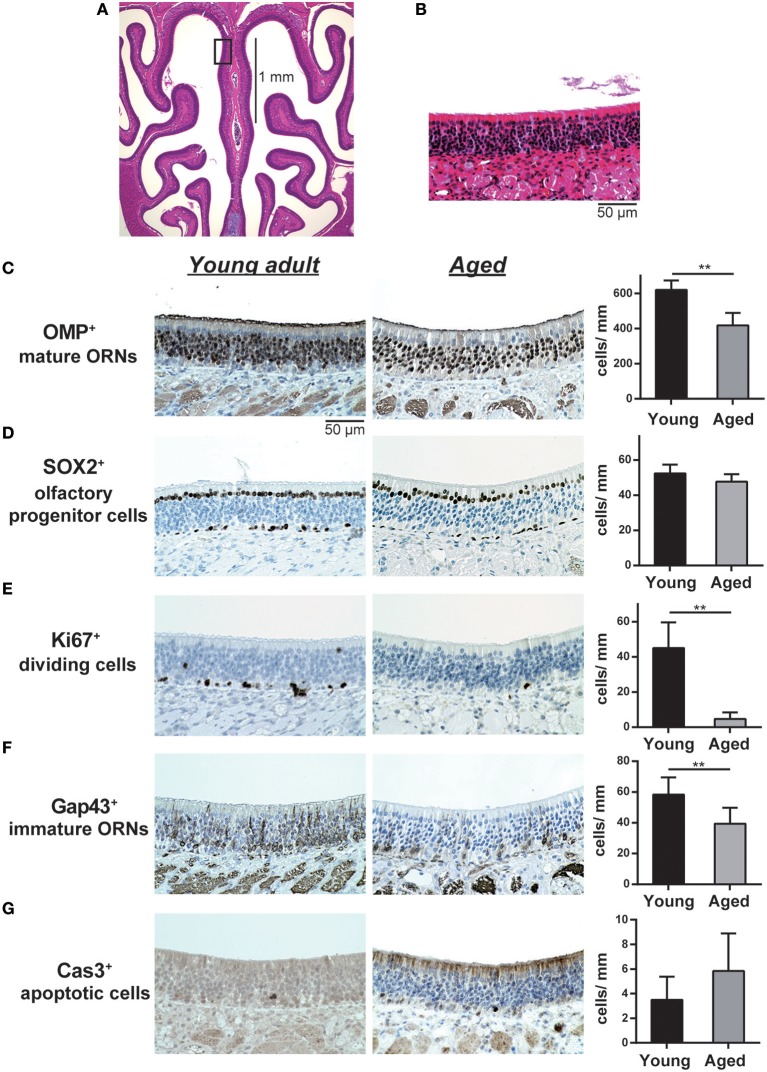
**(A,B)** Representative images of hematoxylin and eosin (H&E)-stained sections of the olfactory epithelium from young adult mice (**A**, 40× magnification; **B**, 400× magnification). A black line in **(A)** indicates the range for counting the number of each cell type. The box in **(A)** indicates the region of the olfactory epithelium shown at a representative higher magnification in **(B)**. Differences in the number of OMP^+^ mature olfactory receptor neurons (ORNs) **(C)**, SOX2^+^ ORN progenitors **(D)**, Ki-67^+^ proliferating cells **(E)**, GAP43^+^ immature ORNs **(F)**, and cleaved Cas3^+^ apoptotic cells **(G)** in the OE were evaluated by immunohistological staining (brown). Tissue sections were counterstained with the nuclear dye hematoxylin (blue). Representative images (400× magnification) of tissues stained with antibodies against olfactory marker protein (OMP), SRY (sex determining region Y)-box 2 (SOX2), Ki-67 (antigen identified by monoclonal antibody Ki-67), growth associated protein 43 (GAP43), and cleaved caspase 3 (CAS3) are shown. The number of cells per mm of basal layer length (**C–G**) was counted manually. Data represent the mean ± SD. ^**^P < 0.01 (*n* = 6, Mann–Whitney *U*-test).

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was isolated from the septal nasal mucosae and olfactory bulbs using TRIzol reagent (Life Technologies, Tokyo, Japan) and converted to cDNA using ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo, Osaka, Japan), according to the manufacturer's instructions. qPCR was performed using the Thunderbird Probe qPCR Mix or Thunderbird SYBR qPCR Mix (Toyobo) and an ABI 7,500 real-time PCR system (Life Technologies). *Rps3* (encoding ribosomal protein S3) was used as an endogenous control (assay number Mm00656272_m1, Life Technologies). The expression levels of each gene were normalized against the expression level of *Rps3* in each sample. The gene-specific primers and probes are shown in Table 1.

**Table 1:** Primers and probes used for real-time PCR.

**Gene**		**Sequence (5′-3′)**	**Dye**
*Col1a1*	Forward	CGATGGATTCCCGTTCGAGT	FAM/TAMRA probe
	Reverse	GAGGCCTCGGTGGACATTAG	
	Probe	CCGACCCCGCCGATGTCGCTATCCAGCT	
*Col1a2*	Forward	GCTGGTGTAATGGGTCCTCC	
	Reverse	CGACCGGCATCTCCATTAGG	
	Probe	TGGCAATCGTGGTTCAACCGGCCCTGC	
*Col3a1*	Forward	GACCTAAGGGCGAAGATGGC	
	Reverse	GAAGCCACTAGGACCCCTTTC	
	Probe	TGGTGCAAATGGGCTTCCAGGAGCCGCA	
*Fn1*	Forward	CCCAGCTCACTGACCTAAGC	
	Reverse	TTCTCCTGCCGCAACTACTG	
	Probe	AAGCATCGGCCTGAGGTGGACCCCGCT	
*Col4a1*	Forward	CGCCTGGTACAAAAACCTCCA	SYBR green
	Reverse	CCGTGATAAAGTGCGTGCCA	
*Col5a1*	Probe	CTCAGAGCCCTCCCCCGCAACT	
	Forward	GCTGCTCACTGTGAAGGAAGT	
*Col6a1*	Forward	TGGGGAATGCATTTTACCAT	
	Reverse	AAATCGTGGTCCCCAAGC	
*Col10a1*	Forward	TCCTCATGTTTTGGGAACTATCT	
	Reverse	CGGTGCAGATTTCCAAGAAG	
*Tnf*	Forward	TGTGCCTCAGCCTCTTCTC	
	Reverse	GAGCCCATTTGGGAACTTCT	
*Il6*	Probe	CTGCAAGAGACTTCCATCCAGTT	
	Forward	AGGTCTGTTGGGAGTGGTATCC	
*Bdnf*	Forward	TCATACTTCGGTTGCATGAAGG	
	Reverse	AGACCTCTCGAACCTGCCC	
*Nt3*	Forward	GGAGTTTGCCGGAAGACTCTC	
	Reverse	GGGTGCTCTGGTAATTTTCCTTA	
*Gdnf*	Forward	CCAACTGGGGGTCTACGGA	
	Reverse	GCTTCGAGAAGCCTCTTACCG	
*Igf1*	Forward	AAAAGCAGCCCGCTCTA	
	Reverse	TCGATAGGGACGGGGACT	

### DNA microarray raw data collection

Total RNA was isolated from the nasal mucosa of young adult mice and aged mice using the TRIzol Reagent and RNeasy Mini Kits (QIAGEN, Venlo, Netherlands). RNA purity was confirmed based on the OD 260/280 ratio before analysis, using an Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Each total RNA sample was pooled from five biological replicates, yielding two pooled samples per experimental group. DNA microarray analyses were performed using the Agilent SurePrint G3 Mouse GE 8 × 60K Microarray (Agilent Technologies), according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technologies, V 6.5, 2010) Raw data were extracted using the Agilent Feature Extraction Software (v11.0.1.1; Agilent Technologies). The raw data have been deposited in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo; accession GSE 103191).

### Microarray analysis

Background correction, averaging of the expression values of duplicated probes, and between-sample normalization of raw data were performed using Limma (Limma, 2005) and R 3.2.1 (https://cran.r-project.org/). Normalization was performed using the quantile method. The expression value for each gene was calculated by averaging the expression values of probes corresponding to each gene. The genes for which expression differences between young adult and aged mice were statistically significant were detected using Limma and R 3.2.1. Among these genes, those for which the mean normalized expression values across all experiments were <100 were filtered out, and those with a fold-change of ≥1.5 were identified as differentially expressed genes (DEGs) between young adult mice and aged mice.

### Gene ontology (GO) network analysis

DEGs were grouped into gene clusters with upregulated (C1, 390 genes) or downregulated (C2, 593 genes) expression in aged mice compared with young adult mice. A GO (Ashburner et al., 2000) network analysis for each DEG group was performed using Cytoscape version 3.3.0 (Bindea et al., 2009) with the ClueGO/CluePedia plugin (Bindea et al., 2009) as described previously, with some modifications (Shichino et al., 2015). Significantly enriched GO-biological process terms (Gene Ontology, 2015) (GO levels: 4–7) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms (Kanehisa et al., 2016) were explored [minimum gene number = 6 (cluster C1) and 8 (cluster C2), percent minimum genes = 6% (cluster C1) and 8% (cluster C2)] and grouped, and a term-network was constructed based on the overlap of their elements (kappa score = 0.4). Leading terms within each group were defined as the most highly enriched term in each group. The GO term database and KEGG pathway term database were accessed on Sep 2, 2016 and Oct 2, 2016, respectively.

### Statistical analysis

Statistical comparisons between groups were performed using Mann–Whitney U tests implemented in GraphPad Prism (version 6.0; GraphPad Software, Inc., La Jolla, CA, USA). The z value and effect size (r) of Mann–Whitney U tests were calculated by using Microsoft R Open 3.4.2 (https://mran.microsoft.com/open). qPCR data were subjected to logarithmic transformation before analysis. *P* < 0.05 was considered statistically significant. In the microarray analysis, the eBayes function with Benjamini–Hochberg correction within the Limma package (Limma, 2005) was used to calculate the statistical significance and false discovery rate (FDR) of the expression difference of each detected gene between young adult and aged mice. FDR < 0.25 and *P* < 0.05 were considered statistically significant. During a subsequent GO network analysis, a two-sided hypergeometric test with Benjamini–Hochberg correction was performed using the ClueGO/CluePedia package and Cytoscape 3.3.0; GO/KEGG terms with *P* < 0.05 were considered significantly enriched.

## Results

### Reduction of mature and immature ORNs in the aged olfactory epithelium

We first investigated the influence of aging on the cellular composition of the OE by comparing the OE of 2-month-old young adult and 16-month-old aged mice. Primitive olfactory progenitors were identified based on SOX2 expression in the basal layer, and immature ORNs and mature ORNs were identified based on GAP43 and OMP expression in the OE, respectively. We found that the number of OMP^+^ mature ORNs was significantly lower in aged mice than in the young adult mice (*U* = 36, *z* = 3.066, effect size *r* = 0.885, *P* < 0.01). The number of GAP43^+^ immature ORNs also decreased in aged mice (*U* = 34, *z* = 2.566, effect size *r* = 0.740, *P* < 0.05), but there was no significant difference in the number of SOX2^+^ olfactory progenitors between aged and young adult mice (Figure 1).

We next analyzed the cellular mechanisms underlying the reduction of mature and immature ORNs in aged mice. The number of mature ORNs is determined by the balance between the local proliferation of their precursors and cell death; therefore, we analyzed the number of Ki-67^+^ proliferating cells and cleaved-caspase-3^+^ (cCas3^+^) apoptotic cells in the OE. Both Ki-67^+^ cells and cCas3^+^ cells were mainly detected in and proximal to the basal layer, where olfactory progenitors and immature ORNs give rise to differentiated progeny. The number of Ki-67^+^ cells was significantly lower in aged mice than in young adult mice (*U* = 36, *z* = 2.897, effect size *r* = 0.836, *P* < 0.01). No significant difference was observed in cCas3^+^ cells between aged and young adult mice, in part because of the insufficient number of cCas3^+^ cells in the OE in both groups for statistical analyses (Figure 1). Collectively, these results indicated that the number of immature and mature ORNs declines during aging, and this decline was partially explained by the reduced proliferation of olfactory progenitors or immature ORNs, rather than a reduction of the number of SOX2^+^ olfactory progenitors.

### Changes in gene expression in the olfactory mucosa during aging

The reduction of proliferating ORNs in the aged OE suggests that the microenvironment for the maintenance of ORNs is compromised in the aged OE. Therefore, we conducted a comprehensive microarray-based analysis of gene expression in the nasal mucosa to investigate the molecular mechanisms underlying aging-associated reduction of ORNs. 

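Gene expression was measured on 4 arrays of septal nasal mucosa, 2 from young adult mice and 2 from aged mice, each hybridized with the Cy3-labelled RNA of a pool of 5 mice. The paper gives the ages as 2 and 16 months, and the sample labels give the younger age as 8 weeks. The labels also carry a description naming silica aspiration and lung, which matches neither the sample titles nor the paper and was not used. The paper counts fewer mice per age for all gene analyses than 2 separate pools of 5 would need, and does not state whether the 2 pools of an age share mice. The authors' scanner software gave one brightness value per spot and a local background value for 62976 spots per array, 59305 of them non-control spots for 56605 probes, without normalization between arrays. No spot was saturated. The share of non-control spots well above background was 68.1 and 76.8% on the young adult arrays and 63.1 and 72.7% on the aged arrays, and the median local background was 67 and 32 on the young adult arrays and 63 and 39 on the aged arrays. Young adult array 1 and aged array 1 lay on one slide, and the other two arrays each lay on a slide of their own.

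The median spot signal was corrected against the local background by the normexp method with an offset of 0, because the paper's text names no background method or offset and its Tables 2 and 3 list expression levels too low for an offset of 16 or 50. Spots with outlier flags were left out, spots of one probe were averaged, the arrays were quantile normalized, and the probes of a gene were averaged on the log2 scale. Gene symbols came from the probes' accessions through a RefSeq gene table of the GRCm38.p6 assembly, which named 58.3% of the probes. The other probes were tested under the identifier the array gives, making 45604 genes in all. Differences were tested with limma's moderated test, with the FDR by the Benjamini-Hochberg method. With 2 arrays against 2, an exact two-sided permutation test of a single gene cannot give a P below 0.333, and the calls rest on limma's moderated spread, which combines a gene's own spread (2 residual degrees of freedom) with the spread across genes (1.38 prior degrees of freedom). The normalized values correlated at r = 0.987 between the 2 young adult arrays and r = 0.987 between the 2 aged arrays, and at r = 0.982 between the 2 arrays of different age on one slide. Across the 4 pairs of a young adult and an aged array the correlation, which is across genes and not across independent replicates, ranged from 0.982 to 0.989.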

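Of the 45604 genes tested, 5990 had a P below 0.05 in limma's test and 1817 also had an FDR below 0.25, the paper's 2 criteria, with 754 of these higher and 1063 lower in aged mice. The smallest FDR of any gene was 0.0945. After genes with a mean normalized expression below 100 over the 4 arrays were removed and a fold-change of at least 1.5 was required, 371 genes were upregulated and 524 were downregulated in aged mice. Of these, 255 upregulated and 393 downregulated ones had a gene symbol in the gene table, and the rest were counted under the array's identifier. Both aged arrays lay above or below both young adult arrays for all of these 895 genes, which their selection on the same arrays makes nearly certain. Of all genes tested, 46% had such a separation, which chance gives to 33.3%. The counts moved with the handling of dim probes: with only the probes well above background on both arrays of at least one age, 464 genes were upregulated and 701 downregulated. At an FDR below 0.05, limma left 0 genes in either direction with these settings, although the smallest FDR was 0.00125 with a normexp offset of 50, and with any of the 4 arrays left out no gene had an FDR below 0.25.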

We identified 389 significantly upregulated and 589 significantly downregulated genes, with expression differences of ≥150% between aged and young olfactory mucosa. The top 40 genes that were upregulated or downregulated with age are shown in Tables 2, 3, respectively. 

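The largest rises were those of *Prl* and *Chil4*. The expression level of *Prl* was 260 ± 31.7 (SD, n = 2 pools) in young adult mice and 8062 ± 132 in aged mice, a log2 fold change of 4.96 (standard error 0.12, FDR = 0.102 by limma). *Chil4* rose from 235 to 3257 (log2 fold change 3.79, FDR = 0.0997), *Chil3* from 735 to 6523 (3.15, FDR = 0.126) and *Serpina3n* from 1720 to 9777 (2.51, FDR = 0.153). *Gh* was at 331 ± 6.98 in aged mice and was not well above background on either young adult array, so that its fold change has no firm value: the log2 fold change was 3.15, and 2.12 with a normexp offset of 50. *Moxd2*, *Krtap11-1* and *Serpina3j* followed, with log2 fold changes of 2.41, 2.34 and 2.26. The 10 largest rises also held 2 probes with no gene symbol in the gene table.

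The largest fall was that of *5430401F13Rik*, from 55282 ± 2010 (SD, n = 2 pools) to 1739 ± 11.1, a log2 fold change of -4.99 (standard error 0.079, FDR = 0.0945 by limma). *Apol10a* had a log2 fold change of -2.67, *Pip* of -2.40, *Scgb1b20* of -2.32, *A630073D07Rik* of -2.30 and *Scgb1b27* of -2.20, each with an FDR of 0.168. The 10 largest falls also held 4 probes with no gene symbol in the gene table, one of them with a log2 fold change of -4.91. Of the 40 genes of Table 2, 36 could be found by symbol, and all 36 were higher in aged mice, 32 of them past the P and FDR criteria and 26 past the limits on mean expression and fold-change as well. Of the 41 genes of Table 3, 35 could be found, all 35 were lower in aged mice, 32 passed the P and FDR criteria and 28 passed all criteria.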

Among the upregulated genes, we detected the most prominent cytokine of the SASP, *Il6* (IL-6), which impairs the stemness of pluripotent progenitor cells (Al-Shanti and Stewart, 2012). 

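The normalized expression level of *Il6* was 36.1 ± 4.5 (SD, n = 2 pools) in young adult mice and 115 ± 2.3 in aged mice, a log2 fold change of 1.67 (standard error 0.12, FDR = 0.178 by limma). The difference was larger than the spread between pools of either age. The gene has 2 probes on the array, which rose by log2 fold changes of 1.88 and 1.46. The brighter probe was well above background on 1 of the 2 young adult arrays and on both aged arrays, and the dimmer probe on 1 aged array and no young adult array, so the young adult level is close to the limit of detection and the fold change depends on the background method. It was 1.92-fold with a normexp offset of 50, 3.18-fold with an offset of 0 and 7.71-fold with the scanner software's own background subtraction and scaling to the 75th percentile. By the paper's levels in Table 2, the mean of *Il6* lies below 100. The mean expression of *Il6* here, over the 4 arrays, was 75.3, also below the limit of 100 that defined the DEGs. *Il6* therefore passed the P and FDR criteria without being among the upregulated DEGs. With each array left out in turn, its log2 fold change stayed between 1.56 and 1.76, and its FDR rose above 0.25 each time.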

No significant expression differences were detected for genes encoding major growth factors, such as *Bdnf* (BDNF, bone derived neurotrophic factor), *Gdnf* (GDNF, glial cell derived neurotrophic factor), *Nt3* (NT-3, neurotrophin 3), and *Nt5* (NT-5 neurotrophin 5), except that *Igf1* (IGF-1, insulin-like growth factor 1) expression decreased significantly. 

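The expression level of *Igf1* was 813 ± 67.9 (SD, n = 2 pools) in young adult mice and 386 ± 46.0 in aged mice, a log2 fold change of -1.08 (standard error 0.14, FDR = 0.201 by limma). *Ntf3*, which encodes NT-3, was at 1228 ± 28.7 and 1176 ± 56.1, a log2 fold change of -0.06 with an FDR of 0.788, and *Ntf5*, which encodes NT-5, at 383 ± 20.4 and 316 ± 32.9, a log2 fold change of -0.28 with an FDR of 0.456. With the scanner software's background-subtracted signal and quantile normalization, *Ntf5* passed both criteria (log2 fold change -0.28, FDR = 0.23). *Bdnf*, at 74.4 ± 1.9 and 68.6 ± 17.1, and *Gdnf*, at 36.2 ± 4.1 and 28.8 ± 3.4, were well above background on both young adult arrays but on only 1 aged array each, *Gdnf* by the brighter of its 2 probes. Their differences (log2 fold changes of -0.14 and -0.33, FDR = 0.81 and 0.473) were not distinguishable from the spread between pools. Without aged array 1, *Bdnf* was higher in aged mice (0.12). With the scanner software's signal scaled to the 75th percentile, *Gdnf* had a log2 fold change of 0.041, below the median of 0.066 for all genes in that setting.

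**Figure D1:**
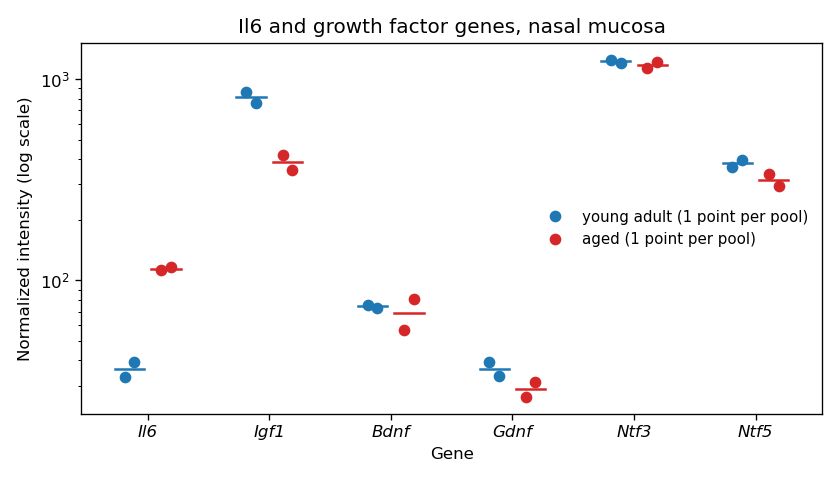
Normalized intensity (log axis) of *Il6* and 5 growth factor genes in the nasal mucosa of young adult and aged mice. Each point is 1 pool of 5 mice and each line the mean of an age group; the points of the 2 ages lie farthest apart for *Il6* (36.1 and 115) and *Igf1* (813 and 386).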

Interestingly, the expression levels of extracellular matrix organization-related genes, such as collagen genes (*Col1a1, Col2a1, Col3a1*, and *Col5a1*), were significantly lower in aged mice than in young adult mice. 

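*Col1a1* had an expression level of 38351 ± 1340 (SD, n = 2 pools) in young adult mice and 9743 ± 475 in aged mice, a log2 fold change of -1.98 (standard error 0.087, FDR = 0.168 by limma). The log2 fold change of *Col3a1* was -1.97 (13754 ± 399 against 3506 ± 158, FDR = 0.168), that of *Col2a1* was -1.84 (982 ± 46.6 against 275 ± 25.7, FDR = 0.168) and that of *Col5a1* was -1.50 (3124 ± 189 against 1104 ± 37.1, FDR = 0.169). All 4 genes were well above background on every array, and both aged arrays lay below both young adult arrays. Within the slide that held an array of each age, the log2 differences were -2.06 for *Col1a1*, -1.96 for *Col3a1*, -1.98 for *Col2a1* and -1.60 for *Col5a1*, values from 1 array of each age and without a test. With any of the 4 arrays left out, each of the 4 genes stayed lower in aged mice and none kept an FDR below 0.25.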

To determine the biological functions associated with age-associated differential gene expression, we conducted a functional analysis based on GO. The results revealed 24 biological functions associated with significant differential gene expression caused by aging (Table 4). Of these 24 biological functions, only two were associated with genes that were upregulated with age: olfactory transduction and steroid hormone biosynthesis. 

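No table of GO or KEGG terms was at hand, so the 2 functions were followed with lists of genes taken by symbol. The 1080 olfactory receptor genes on the array had a median log2 fold change of 0.11 between aged and young adult mice, with 626 receptors higher and 454 lower. This median lay above that of each of 10000 random lists of the same size matched on mean expression. By limma's camera test with a preset correlation of 0.01, the list was higher in aged mice (P = 0.00446, adjusted P = 0.00535 over the 6 lists tested), but neither the fry test (P = 0.146) nor camera with an estimated correlation (P = 0.353) called it. Without aged array 2 the median was 0.028 and was not called by camera, and without young adult array 1 it was 0.084 and was not called. Past the P and FDR criteria over all genes tested, 118 receptors were higher and 40 lower, and 223 and 99 when the FDR was adjusted over the list alone. Among the genes with a mean expression of at least 100, 402 were receptors. The upregulated DEGs held 73 of them, against 5.85 by chance (two-sided Fisher's exact test, adjusted P = 2.86e-57 over 12 tests), and the downregulated DEGs held 20, against 8.26 by chance (adjusted P = 0.000554). Fisher's test, here and for the lists below, takes genes as independent draws, so its P does not measure the spread between pools. Receptor genes form a large family of related sequences, and how far a probe detects related receptors cannot be read from the arrays.

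The 50 genes of steroid synthesis and conjugation on the array (hydroxysteroid dehydrogenases, 5-alpha reductases, UDP-glucuronosyltransferases and related families) had a median log2 fold change of 0.03, within the range of matched random lists (-0.08 to 0.09). By limma's camera test the list was not called (adjusted P = 0.257 over the 6 lists). Within this list, 3 genes were upregulated DEGs, against 0.378 by chance (Fisher's exact test, adjusted P = 0.0106). None of the 50 was a downregulated DEG. Past the P and FDR criteria over all genes tested, 3 were higher and 0 lower, and adjusted over the list alone, 9 were higher and 3 lower. The sign of the median depended on the arrays: it was 0.12 without aged array 1, -0.0019 without aged array 2 and -0.08 within the slide that held both ages.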

The remaining 22 biological functions were associated with genes that were downregulated with age (Table 4, highlighted in gray). In addition to the reduced expression of genes involved in the regulation of cellular responses to growth factor stimulation or responses to axon injury, and the reduced expression of transduction pathway-associated genes that regulate cell division or survival and neurogenesis via the PI3K-Akt signaling pathway (Al-Shanti and Stewart, 2012; Nieto-Estévez et al., 2016a), we also detected an active reduction in the expression of gene groups involved in cellular processes for extracellular matrix and collagen fibril organization and angiogenesis (Table 4).

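Lists of genes written for the same terms, which the paper reports from these same arrays, were lower in aged mice as groups. The 44 collagen genes had a median log2 fold change of -0.48, with 42 of them lower, and the 77 other extracellular matrix genes one of -0.425, with 66 lower. For 54 angiogenesis genes the median was -0.37, with 43 lower. The 59 growth factor, receptor and kinase genes of the PI3K-Akt pathway fell least, with a median of -0.165 and 44 lower. Each of these medians lay below that of all 10000 random lists matched on mean expression. By limma's camera test the adjusted P over the 6 lists was 1.33e-19 for collagens, 4.99e-22 for extracellular matrix, 3.12e-12 for angiogenesis and 1.33e-07 for PI3K-Akt. All 4 lists were also called by fry (P between 0.0011 and 0.0063) and by camera with an estimated correlation (P between 0.0139 and 0.0236). The number of single genes past the P and FDR criteria over all genes tested was 19 lower collagens, 28 lower matrix genes, 18 lower angiogenesis genes and 11 lower PI3K-Akt genes, with 1 angiogenesis gene higher. Adjusted over the list alone, 28, 47, 32 and 20 were lower, and 1, 1, 2 and 1 higher. The downregulated DEGs held 14 collagens against 0.719 by chance (Fisher's exact test, adjusted P = 1.25e-14 over 12 tests), 27 matrix genes against 1.42 (4.27e-27), 12 angiogenesis genes against 1.05 (1.14e-09) and 8 PI3K-Akt genes against 1.15 (4.3e-05). Some genes stand on more than one list, and the Fisher P values again take genes as independent. For the downregulation of genes related to tissue structure, the paper proposes atrophy of the nasal mucosa or a lower tissue density with age.

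**Figure D2:**
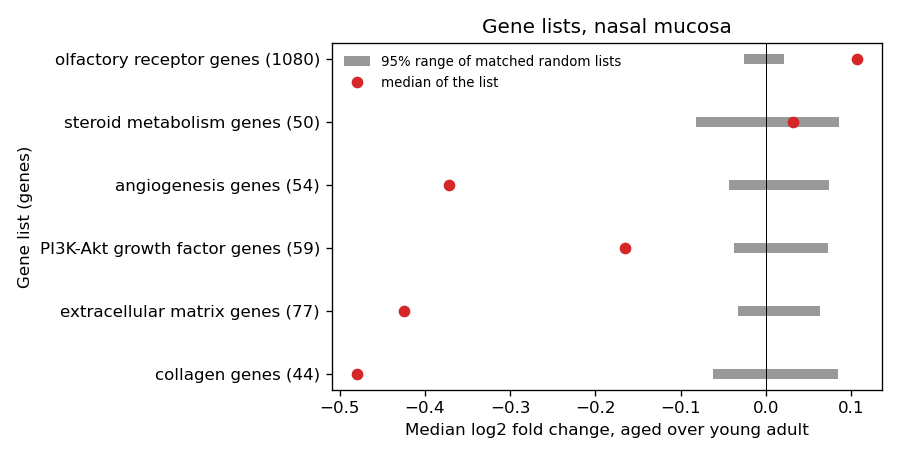
Median log2 fold change between aged and young adult mice (points) of 6 gene lists, with the number of genes in parentheses. Gray bars are the 95% range of the medians of 10000 random lists matched on mean expression; the median lies above its bar for olfactory receptor genes (0.11), inside it for steroid metabolism genes (0.03) and below it for the other 4 lists.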

**Table 2:** Genes that were upregulated with age.

**Symbol**	**Gene expression level**		***P*-value**	**AG/YA**
	**Aver of YA**	**Aver of AG**		
Prl	267.6	8679.4	1.16.E-06	32.4
Chil4	240.9	3484.9	2.62.E-07	14.5
8430422H06Rik	11.7	115.9	4.73.E-02	9.9
Gh	34.7	343.5	2.92.E-07	9.9
Chil3	778.0	7004.1	8.92.E-07	9.0
Syt10	169.2	1267.6	3.33.E-05	7.5
Serpina3n	1846.5	10528.9	1.05.E-06	5.7
E130116L18Rik	41.4	234.8	8.82.E-04	5.7
Moxd2	180.8	1015.9	4.38.E-05	5.6
Krtap11-1	264.3	1382.7	1.68.E-06	5.2
Serpina3j	125.7	640.7	4.42.E-06	5.1
Bpifb9b	8741.7	41730.2	6.00.E-06	4.8
Olfr533	67.6	288.4	1.13.E-04	4.3
Olfr1205	29.9	117.3	2.67.E-04	3.9
C130026I21Rik	175.8	674.0	4.03.E-06	3.8
Serpina3c	30.6	113.5	1.63.E-04	3.7
Gm10378	210.3	779.1	1.63.E-05	3.7
Olfr1508	148.9	534.4	3.40.E-06	3.6
Nppc	133.8	475.6	8.24.E-06	3.6
*Il6*	34.6	122.9	5.04.E-05	3.5
Olfr1201	29.0	101.9	1.50.E-03	3.5
Olfr212	139.4	473.2	1.36.E-04	3.4
Sprr2f	56.7	191.5	4.08.E-04	3.4
H2-M10.3	425.5	1427.3	1.11.E-05	3.4
Cga	27.6	91.2	4.83.E-03	3.3
Scgb1b2	45.3	148.8	9.17.E-04	3.3
Olfr5	128.9	417.8	3.55.E-05	3.2
Olfr325	29.0	92.5	1.08.E-04	3.2
Twist2	215.2	685.8	1.58.E-05	3.2
H2-M10.2	43.3	137.6	8.57.E-03	3.2
1700016D02Rik	87.1	273.1	1.12.E-04	3.1
Speer5-ps1	237.2	741.3	6.07.E-05	3.1
Sult6b1	623.2	1924.8	4.19.E-06	3.1
Klrb1c	77.9	228.1	2.66.E-02	2.9
Gm17019	86.8	253.5	1.96.E-05	2.9
Olfr222	202.9	570.2	1.05.E-04	2.8
Synpr	51.2	143.8	4.29.E-04	2.8
Gm10354	228.5	635.3	1.80.E-05	2.8
Olfr1360	58.2	159.5	1.25.E-04	2.7
Gm9948	86.6	231.8	3.26.E-03	2.7

*Aver, average; YA, young adult group; AG, aged group*.

**Table 3:** Genes that were downregulated with age.

**Symbol**	**Gene expression level**		***P*-value**	**AG/YA**
	**Aver of YA**	**Aver of AG**		
5430401F13Rik	60835.2	1864.4	1.24.E-07	0.031
LOC102638913	58452.3	1899.8	1.78.E-07	0.033
Apol10a	1299.8	194.8	4.26.E-06	0.150
Pip	10295.9	1951.4	1.56.E-05	0.190
A630073D07Rik	2475.9	492.5	7.84.E-06	0.199
Scgb1b20	19290.8	3903.6	1.01.E-05	0.202
Ttr	96.1	19.5	9.89.E-06	0.203
Scgb1b27	56207.6	12090.5	1.63.E-06	0.215
Muc5ac	2652.4	606.2	4.63.E-05	0.229
Col1a1	30967.0	7684.5	4.36.E-06	0.248
Gm16070	174.9	43.4	3.86.E-02	0.248
Gm5154	118.5	30.1	4.15.E-03	0.254
Scgb1b30	867.3	224.0	2.23.E-03	0.258
Scgb1b3	68684.0	17808.7	1.25.E-05	0.259
Col3a1	5068.1	1334.0	5.02.E-06	0.263
Col2a1	1045.5	283.4	3.37.E-05	0.271
Ostn	130.5	35.5	2.70.E-04	0.272
Csn3	2885.2	804.2	3.72.E-06	0.279
Chil1	8162.7	2466.0	3.61.E-06	0.302
Chit1	168.1	51.1	9.75.E-04	0.304
Krt76	85.1	26.2	3.89.E-03	0.308
Ren2	809.1	257.1	2.44.E-04	0.318
Acp5	42434.3	13611.5	5.93.E-06	0.321
LOC382202	78.1	26.1	2.34.E-02	0.334
Gm9789	195.8	65.7	2.90.E-04	0.336
Olfr39	702.5	239.1	1.06.E-04	0.340
Scgb2b27	27679.9	9422.6	4.44.E-05	0.340
LOC102643057	99.0	34.0	2.92.E-03	0.343
Olfr702	180.7	62.4	4.47.E-02	0.345
Olfr566	1141.9	395.4	2.22.E-05	0.346
Col5a1	3340.0	1177.5	2.38.E-05	0.353
Gm13539	4076.0	1451.6	1.73.E-05	0.356
Scgb2b15	2610.0	931.0	7.95.E-05	0.357
Crisp1	35652.8	12737.7	6.27.E-06	0.357
Dcpp3	1417.2	506.3	2.65.E-05	0.357
Dcpp2	2909.5	1049.8	2.43.E-05	0.361
Ripply1	401.5	145.6	2.22.E-05	0.362
Cd163l1	996.8	363.2	1.19.E-05	0.364
Gm9779	444.1	163.0	4.90.E-03	0.367
Olfr420	268.9	98.9	1.08.E-05	0.368
*Igf1*	1090.0	648.0	4.66.E-04	0.594

*YA, Young adult group; AG, Aged group*.

**Table 4:** Functional analysis of upregulated and downregulated gene ontology (GO) terms.

**GO Term**	***P*-value**
Olfactory transduction	5.6.E-27
Extracellular matrix organization	1.1.E-13
Collagen fibril organization	2.2.E-10
Angiogenesis	1.6.E-09
Osteoblast differentiation	3.1.E-09
PI3K-Akt signaling pathway	6.7.E-09
ECM-receptor interaction	6.7.E-09
Regulation of vasculature development	1.5.E-07
Regulation of cell-substrate adhesion	1.3.E-06
Regulation of cellular response to growth factor stimulus	6.2.E-06
Tissue homeostasis	1.4.E-05
Collagen metabolic process	5.7.E-05
Amoebiasis	8.5.E-05
Reactive oxygen species biosynthetic process	9.3.E-05
Leukocyte chemotaxis	2.7.E-04
Regulation of embryonic development	7.2.E-04
Steroid hormone biosynthesis	8.2.E-04
Endodermal cell differentiation	1.1.E-03
Rheumatoid arthritis	2.0.E-03
Protein heterooligomerization	5.5.E-03
Response to vitamin	5.6.E-03
Segmentation	8.0.E-03
Response to axon injury	9.4.E-03
Cardiocyte differentiation	2.1.E-02
Osteoclast differentiation	2.3.E-02

*Genes downregulated with age are highlighted in gray*.

### High *IL6* and low *Igf1* gene expression levels in the nasal mucosa and the olfactory bulb of aged mice

We examined nasal mucosa mRNA expression levels of genes encoding the inflammatory cytokines TNF and IL6 by qRT-PCR. The expression levels of *Tnf* did not differ significantly between young adult and aged mice; however, *Il6* mRNA expression was significantly higher in aged mice than in young adult mice (*U* = 36, *z* = 3.066, effect size *r* = 0.885, *P* < 0.01; Figure 2A). We also examined the expression of genes encoding the neurotrophic factors BDNF, NT-3, NT-5, GDNF, and IGF-1, which are involved in neurogenesis of ORNs. In the nasal mucosa, the expression levels of *Bdnf*, *Nt3, Nt5*, and *Gdnf* mRNA did not differ significantly between young adult and aged mice, but *Igf1* mRNA expression was significantly lower in aged mice than in young adult mice (*U* = 25, *z* = 2.654, effect size *r* = 0.839, *P* < 0.05; Figure 2B). Similarly, in the olfactory bulb, only *Igf1* mRNA expression was significantly lower in aged mice than in young adult mice (*U* = 25, *z* = 2.654, effect size *r* = 0.839, *P* < 0.05); there were no significant differences in the expression levels of *Bdnf*, *Nt3, Nt5*, and *Gdnf* between the groups (Figure 2C).

**Figure 2:**
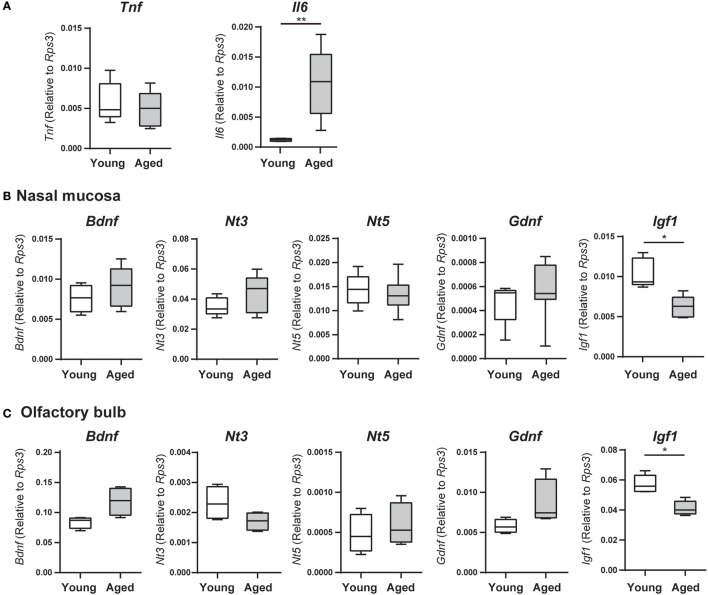
**(A)** Tumor necrosis factor (*Tnf*) and interleukin 6 (*Il6*) mRNA expression levels in the nasal mucosa were quantified by quantitative real-time PCR (qPCR) in young adult or aged mice, and are expressed relative to the expression level of the endogenous control gene *Rps3* (encoding ribosomal protein S3). Data represent the mean, minimum, and maximum (*n* = 6), and are representative of two independent experiments (^**^P < 0.01; Mann–Whitney *U*-test). **(B,C)** The nasal mucosae **(B)** and olfactory bulbs **(C)** of young adult and aged mice were collected for analysis of neurotrophin and growth factor mRNA expression by quantitative real-time PCR (qPCR), and expression levels are expressed relative to the expression of the endogenous control gene *Rps3* (encoding ribosomal protein S3). Data represent the mean, minimum, and maximum (*n* = 6), and are representative of two independent experiments (^*^P < 0.05; Mann–Whitney *U*-test).

### Decrease of extracellular matrix gene expression and type 1 collagen-producing cells in the nasal mucosa of aged mice

The microarray and GO functional analyses demonstrated that a number of genes related to extracellular matrix organization and collagen fibril organization were downregulated with age; accordingly, we investigated mRNA expression levels of *Col1a1, Col1a2, Col3a1, Col4a1, Col5a1, Col6a1, Col10a1*, and *Fn1* by qRT-PCR. 

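On the arrays, the genes chosen for qRT-PCR that are not given above were also lower in aged mice. *Col1a2* had an expression level of 94884 ± 6710 (SD, n = 2 pools) in young adult mice and 33151 ± 1870 in aged mice, a log2 fold change of -1.52 (standard error 0.10, FDR = 0.178 by limma). The log2 fold changes of *Col6a1*, *Col10a1* and *Col4a1* were -1.02, -0.97 and -0.82, each with an FDR of 0.178. *Fn1* changed least, from 1175 ± 38.1 to 737 ± 75.2, a log2 fold change of -0.68 (FDR = 0.228), averaged over 3 probes of which 2 had log2 fold changes of -0.95 and -0.93 and the dimmest -0.15. Its FDR passed 0.25 with 75th percentile scaling (0.272) and with the scanner software's signal scaled that way (0.3). All 5 genes had a mean expression above 100 and a fold-change of at least 1.5, and were among the downregulated DEGs. For *Rps3*, the endogenous control gene of the qRT-PCR, the log2 fold change was -0.07 (FDR = 0.778).

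**Figure D3:**
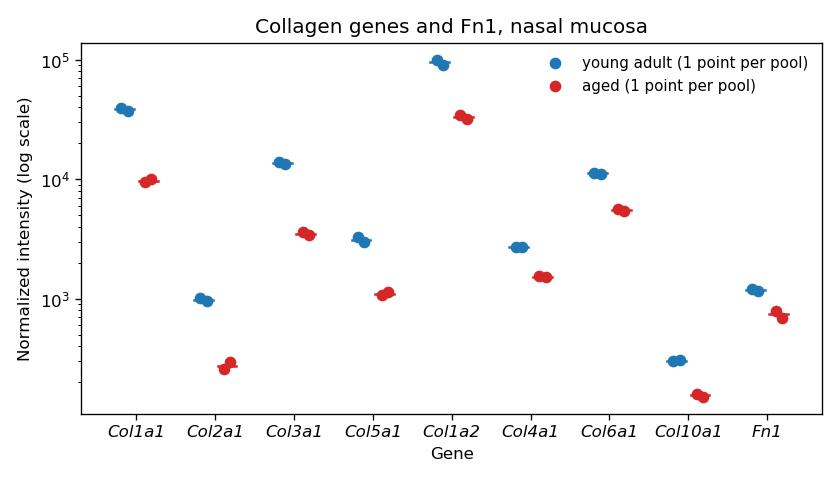
Normalized intensity (log axis) of 8 collagen genes and *Fn1* in the nasal mucosa of young adult and aged mice. Each point is 1 pool of 5 mice and each line the mean of an age group; for each of the 9 genes both aged pools lie below both young adult pools.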

The gene expression levels of *Col1a1, Col1a2, Col3a1, Col4a1, Col5a1*, and *Fn1* (fibronectin 1) were significantly lower in the nasal mucosa of aged mice compared to young adult mice (*Col1a1*: *U* = 36, *z* = 3.066, effect size *r* = 0.885, *P* < 0.01; *Col1a2*: *U* = 35, *z* = 2.853, effect size *r* = 0.823, *P* < 0.01; *Col3a1*: *U* = 36, *z* = 3.066, effect size *r* = 0.885, *P* < 0.01; *Col4a1*: *U* = 35, *z* = 2.853, effect size *r* = 0.823, *P* < 0.01; *Col5a1*: *U* = 36, *z* = 3.066, effect size *r* = 0.885, *P* < 0.01; *Fn1*: *U* = 36, *z* = 3.066, effect size *r* = 0.885, *P* < 0.01; Figure 3). We also investigated the effects of aging on type I collagen-expressing cells using Col-GFP reporter mice. Col-GFP cells were mainly distributed in the lamina propria in both young adult and aged mice; however, the density of Col-GFP-positive cells was lower in aged mice than in young adults. Col-GFP-positive cells were rarely detected in the OE of young adult mice, whereas cells with weak Col-GFP signals were detected in the OE of aged mice (Figure 4). These results suggest that the quantity and quality of collagen-expressing mesenchymal cells change during aging.

**Figure 3:**
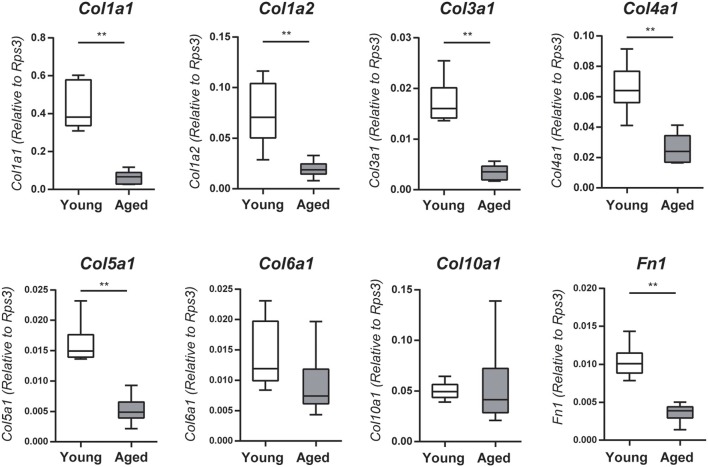
Collagen *(Col1a1, Col1a2, Col3a1, Col4a1*, and *Col5a1*) and fibronectin 1 (*Fn1*) mRNA expression levels in the nasal mucosa were quantified by quantitative real-time PCR (qPCR) in young adult or aged mice, and are expressed relative to the expression of the endogenous control gene *Rps3* (encoding ribosomal protein S3). Data represent the mean, minimum, and maximum (*n* = 6), and are representative of two independent experiments (^**^P < 0.01; Mann–Whitney *U*-test).

**Figure 4:**
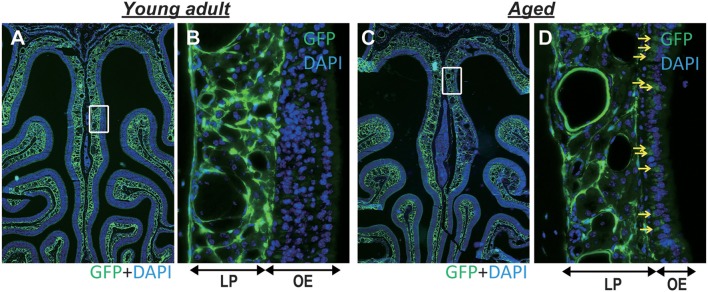
**(A,B)** Representative images of coronal sections of the olfactory epithelium from young adult type I collagen-green fluorescent protein (Col-GFP) reporter mice (**A**; 40× magnification, **B**; 400× magnification). **(C,D)** Representative images of the olfactory epithelium from aged mice. (**C**; 40× magnification, **D**; 400× magnification). The boxes in **(A,C)** indicate the region of the olfactory epithelium shown at a higher magnification in **(B,D)**. LP is the lamina propria, and OE is the olfactory epithelium. The density of Col-GFP-positive cells in the LP was lower in aged mice than in young adults. Yellow arrows indicate weak Col-GFP signals in the OE of aged mice.

## Discussion

Although the numbers of SOX2^+^ olfactory progenitor cells and cCas3^+^ apoptotic cells in the OE do not change during aging, our results demonstrated that the numbers of Ki-67^+^ dividing cells, GAP43^+^ immature ORNs, and OMP^+^ mature ORNs are reduced. The lack of a difference in the number of SOX2^+^ olfactory progenitor cells in the OE between aged mice and young adult mice suggested that the microenvironment of the aged OE preserves progenitor cells, but impairs their proliferation. Contradictory results have been obtained regarding changes in stem/progenitor cell populations caused by aging; some studies have reported age-dependent declines (Ryu et al., 2006; Watanabe et al., 2006; Tokalov et al., 2007; Aizawa et al., 2011), whereas others have indicated that there is no change resulting from aging (Sudo et al., 2000; Chang et al., 2007; Kim et al., 2008). Even in the OE, despite evidence that Musashi1^+^ stem/progenitor cells decrease due to aging (Watanabe et al., 2006), caution is needed when comparing those results with the results of the present study, because the marker used to detect stem/progenitor cells in the present study, SOX2, was different.

The expression levels of gene groups related to olfactory transduction in the OE and the inflammatory cytokine Il-6 were upregulated with age. Additionally, genes related to tissue structure, such as *Col1a1* and *Col1a2, Col3a1, Col4a1, Col5a1*, and *Fn1*, as well as the growth factor IGF-1, were significantly downregulated with age. The downregulation of genes related to tissue structure may reflect age-related atrophy of the entire nasal mucosa, or a decrease in tissue density. In addition, a histological analysis using Col-GFP mice revealed that type 1 collagen levels are decreased in the nasal mucosa of aged mice; thus, the quantity and quality of collagen-expressing mesenchymal cells might change with age. 

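On the arrays of nasal mucosa, *Bpifb9b* rose from 8178 ± 546 (SD, n = 2 pools) in young adult mice to 36829 ± 2400 in aged mice, a log2 fold change of 2.17 (standard error 0.10, FDR = 0.168 by limma). *Srd5a2* rose from 4262 ± 17.1 to 8713 ± 117, a log2 fold change of 1.03 (FDR = 0.178). *Syt10* has 2 probes, which moved apart: one rose from a mean of 265 to 2318 (log2 fold change 3.14), and the other, dimmer one went from 68.5 to 53.5 (-0.36). Averaged over both probes, *Syt10* had a log2 fold change of 1.39 (standard error 0.12, FDR = 0.178). The dimmer probe was well above background on both young adult arrays and 1 aged array. All 3 genes were among the upregulated DEGs.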

Despite clinical evidence that olfaction decreases with age, the mechanism underlying the upregulation of genes involved in olfactory transduction has yet to be definitively determined; however, it is speculated to be a compensatory response to olfactory impairment or an increase in the expression of genes in the nasal mucosa involved in olfactory transduction, such as *Syt10* (Cao et al., 2011), *Bpifb9b* (Kuntová et al., 2018), and *Srd5a2* (Steel and Hutchison, 1988).

Generally, in mammals, aging is accelerated by sustained mild inflammation because of the age-associated buildup of inflammatory cytokines (TNF, IL-1β, and IL-6) within tissues (Chaker et al., 2015). Under normal conditions, cells have mechanisms to prevent abnormal cell growth. One of these mechanisms is senescence, an irreversible phenomenon in which cells cease to divide, and this process increases with age (Maggio et al., 2006), giving rise to SASP. Inflammatory cytokines and chemokines, as well as extracellular matrix degradative enzymes, are secreted from cells that have undergone senescence (Hayflick and Moorhead, 1961; Jenny, 2012). This elevation in inflammatory cytokines results in a sustained state of chronic inflammation in aged animals. Indeed, the results of the present study indicated that the expression of the inflammatory cytokine IL-6 is increased in the nasal mucosal epithelium of aged mice, corroborating previous results for other tissues.

IGF-1 is a growth factor that promotes the genesis and growth of neurons and is mainly generated in the liver and skeletal muscle; however, it is also produced in the central nervous system, where it plays an important role in neuronal differentiation and maturation (Nishida et al., 2011; Oh et al., 2014; Byun et al., 2015; Nieto-Estévez et al., 2016a,b; Pardo et al., 2016). Inflammatory cytokines affect IGF-1-dependent neurogenesis mechanisms. For instance, TNF inhibits IGF-1-induced neurogenesis (Grounds et al., 2008), and IL-6 also inhibits neurogenesis and maintenance mechanisms by the inhibition of IGF-1-induced ERK1/2 and Akt pathways (Kim et al., 2004; Lebrun and Van Obberghen, 2008; Al-Shanti and Stewart, 2012). Presuming that neurogenesis is also regulated by a similar mechanism in the OE, an environment high in IL-6 and low in IGF-1, which is associated with aging, may inhibit IGF-1 signal transduction. Furthermore, in olfactory systems, this causes a decline in the growth and/or differentiation of mature ORNs from olfactory progenitor cells, thereby resulting in a reduced number of mature ORNS, which is predicted to lead to a decline in olfactory function (Figure 5). Based on studies indicating that IGF-1 administration in the auditory system improves hearing in individuals with hearing impairment (Nakagawa et al., 2014), and that IGF-1 stimulates collagen biosynthesis and helps to prevent skin aging (Takasao et al., 2012; Blackstock et al., 2014), IGF-1 is expected to directly affect the olfactory system or have indirect effects by stimulating the synthesis of collagen type 1.

**Figure 5:**
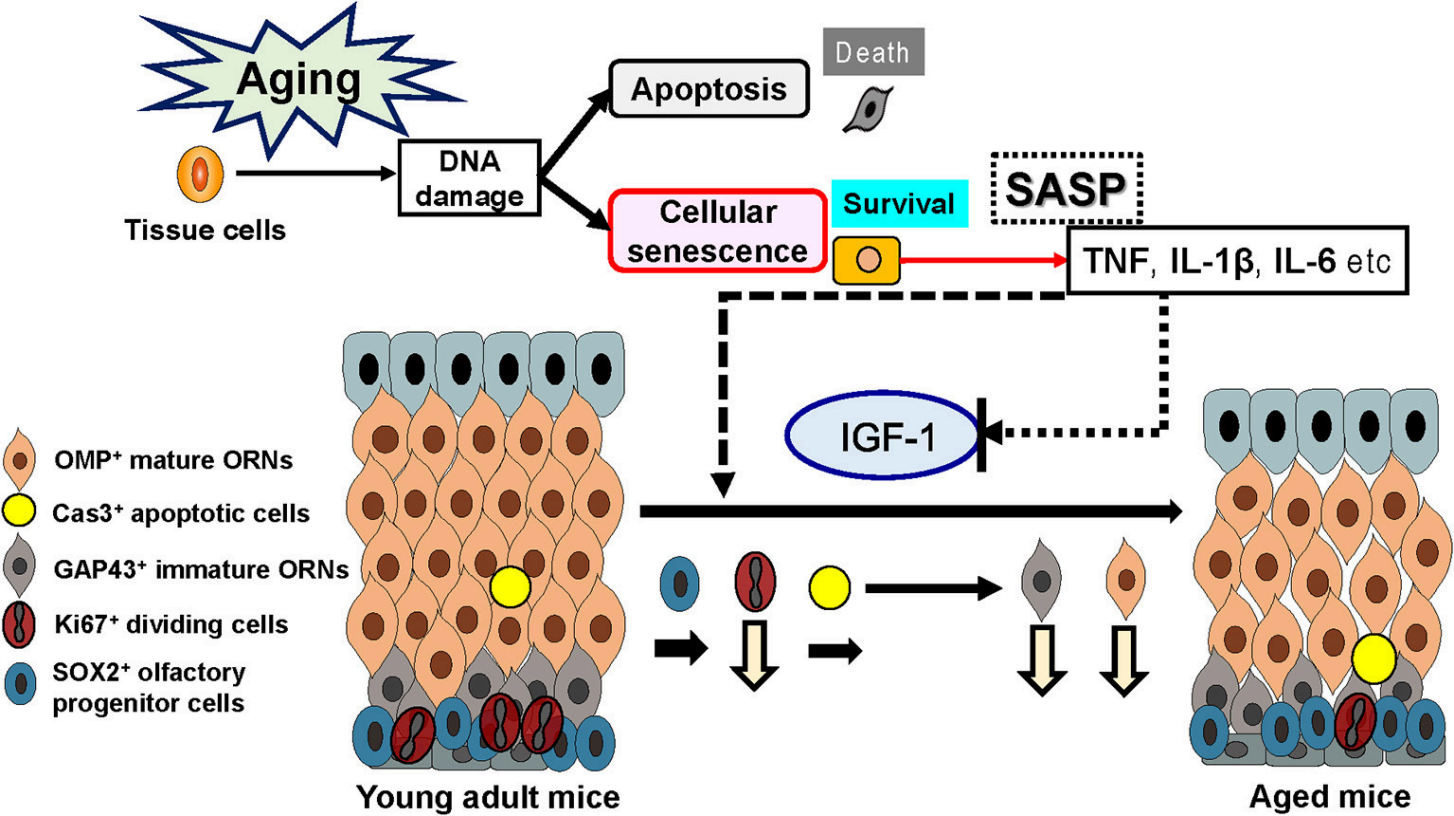
Effects of senescence-associated secretory phenotype (SASP) and insulin-like growth factor-1 (IGF-1) on the olfactory epithelium. Increased SASP may contribute to the aging-associated impairment of the olfactory stem cell system.

In the olfactory system of adult mice, the kinetics of BDNF (Uranagase et al., 2012), GDNF (Buckland and Cunningham, 1999), NT-3 (Liu et al., 2013), and IGF-1 (Pixley et al., 1998; Ueha et al., 2016b) expression are related to the course of neurogenesis and regeneration. However, in the present study, despite the finding that the expression of neurotrophin genes involved in neurogenesis and differential growth (e.g., *BDNF, GDNF, NT-3*, and *NT-5*) in the nasal mucosa did not differ between aged mice and young adult mice, IGF-1 expression was significantly reduced, suggesting that a regulatory system centered around IGF-1 is crucial for the maintenance of the olfactory nervous system in aged mice.

The lamina propria consists of loose connective tissue together with extracellular matrix (ECM) collagen fibers, mesenchymal (or mesenchymal-like) stem cells, and olfactory ensheathing cells, which ensheath bundles of ORN axons that extend from the OE (Lindsay et al., 2010; Chen et al., 2014; Tanos et al., 2017). ECM is a key component of stem cell niches, which consist of ECM molecules such as collagen I and IV, laminin, and fibronectin (Schenke-Layland et al., 2011), and is involved in various aspects of stem cell behavior, thus having an impact on tissue homeostasis and regeneration (Gattazzo et al., 2014). Additionally, in the olfactory mucosa, the ECM is considered to be an important component for maintenance of ORN homeostasis (Lindsay et al., 2010). Mesenchymal (or mesenchymal-like) stem cells and olfactory ensheathing cells in the lamina propria have been reported to have the ability to promote regeneration in the olfactory nervous system (Richter and Roskams, 2008; Ge et al., 2016). Considering that the lamina propria of the nasal mucosa is important for the support and nutrition of the OE, and regulates epithelial assembly and turnover, the thinning of the OE in aged mice may be affected by decreases in the expression of type 1 collagen and reduced mesenchymal cells in the lamina propria. The decreased expression of type 1 collagen in the lamina propria following low expression of IGF-1 in the nasal mucosa may contribute to a decline in functions that support the OE and to decreased differentiation and maturation of olfactory progenitor cells.

Our findings demonstrated a decline in the division and differentiation of neuroprogenitor cells and a decline in the number of mature ORNs associated with the decline in olfactory function related to aging. The results also revealed that the mechanism underlying this decline involves the upregulation of inflammatory cytokines and a decrease in the expression of *Igf-1* and tissue structure-related genes. Future studies should focus on inflammatory cytokine inhibitors, IGF-1 promoters and supplements, and activators of IGF-1 signal transduction, which may be important clinical targets for preventing the decline in olfactory function associated with aging.

## Conclusions

The present study showed that the decline in mature ORNs accompanying aging, which influences olfaction, may be caused by a decrease in dividing cells and immature ORNs, and not by a decrease in olfactory progenitor cells. Furthermore, changes in the tissue structure and microenvironment, including *Il6* and *Igf1* expression, involved in the maintenance of olfactory neural tissue, may be related to olfactory impairment by aging.

## Author contributions

RU, SS, SU, KK, and TY developed the concept, designed and performed the experiments, and analyzed the data. SK and HN performed the experiments and analyzed the data. KM helped us to perform microarray analysis and gene ontology network analysis. All authors contributed to interpretation of the data and writing of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

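RNA of septal nasal mucosa from young adult (2 months) and aged (16 months) C57BL/6 mice was measured on 4 Agilent one-color arrays, 2 per age, each with RNA pooled from 5 mice. The authors isolated and labelled the RNA, hybridized and scanned the arrays, and extracted spot values with Feature Extraction 11.0.1.1. They deposited, for each array, the median pixel intensity of each spot, the median intensity of its local background, a processed intensity (background subtracted within the array by the scanner software) and quality flags, with no normalization between arrays. The deposited table of values for the whole series equalled the processed intensity for all 62976 spots of each of the 4 arrays, so it was not an independent source. The mean spot signal that had been planned for was not among the deposited columns, and the median spot signal was used in its place.

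From these intensities, the background was corrected by normexp (offset 0) in limma 3.58.1 under R 4.3.3, fitted on all spots. Control spots and spots flagged as outliers (88 to 118 non-control spots per array) were then left out. The spots of one probe were averaged (300 probes are spotted 10 times), the log2 values were quantile normalized, and the probes of one gene were averaged on the log2 scale. The paper's methods give limma, quantile normalization, the averaging steps and the thresholds; its text names no background method or offset. Probe accessions, without versions, were matched to a RefSeq gene table of the GRCm38.p6 assembly: 32994 of 56605 probes matched, and the rest kept the identifier of the array design. The array design uses another genome build, so no coordinates were taken from the table. An expression level below is the mean over arrays of the normalized intensity, and a fold change is on the log2 scale.

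Differences between ages were fitted with limma (lmFit and eBayes) without covariates on all 4 arrays. A gene was called at P below 0.05 and a Benjamini-Hochberg FDR below 0.25 over all 45604 genes tested, and counted as a DEG if its mean expression over the 4 arrays was at least 100 and its fold change at least 1.5, as the paper's methods state. Before use, the fit was tested on simulated arrays with the real genes' means and spreads and 200 genes changed by 2-fold: of these, 134 (67%) were called as DEGs, with 4 unchanged genes called, and 0 of the 45604 genes were called when none was changed. The changed genes had a geometric mean expression of at least 100. The simulated noise was independent between genes, without effects shared within a pool, slide or scan, so false calls from such effects were not tested. The number of arrays, and for dim probes the signal over background, limits the precision: a gene whose probes were not well above background on any array of an age has no firm level in that age.

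The genes named are from those the paper names for the nasal mucosa (its text, Tables 2 and 3, its qRT-PCR and its immunostaining), the 10 largest rises and 10 largest falls among the DEGs whose arrays separate by age, and members of the gene lists reported. GO and KEGG terms were not repeated, because no table of them was used here. In their place, lists of olfactory receptor, collagen, extracellular matrix, steroid metabolism, PI3K-Akt and angiogenesis genes, and lists of markers of mature ORNs, immature ORNs, basal and progenitor cells, proliferation, sustentacular cells, vomeronasal organ, pituitary, bone, osteoclast, cartilage, fibroblasts, choroid plexus, B and plasma cells, macrophages, the SASP, secretory glands and sex were written before the data were examined. Each list was tested with camera (preset correlation 0.01), with fry and with camera with an estimated correlation, by Fisher's exact test among the DEGs against the 25513 genes with a mean expression of at least 100, and against 10000 random lists matched on mean expression in 50 bins. Further lists (smooth muscle and pericytes, Schwann and ensheathing cells, mast cells, ciliated cells) were added after the data had been seen, before their own values were.

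The alternatives tried were other background offsets (16 and 50), no background correction, the processed intensity with scaling to the 75th percentile or quantile normalization, scaling to the 75th percentile or cyclic loess in place of quantile normalization, keeping flagged spots, leaving out dim probes, the most intense probe per gene, averages on the linear scale, an intensity trend in eBayes, the replicate number as a block, the 2 arrays of one slide alone, each array left out in turn, and other limits on expression, FDR and fold change. The histology, the qRT-PCR and the Col-GFP mice were not analysed here.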

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

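The tests of immature ORN markers, of the sex genes, and of *Prl* and *Gh* within one slide were chosen after the results they bear on had been seen, and so was the limit on expression in the test of vomeronasal genes. The outcome that leaves the pituitary and lamina propria tests open was also set after their values were seen.

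*Xist*, which is transcribed from the inactive X chromosome of females, was above background on all 4 arrays, although the paper states that the mice were male and does not report this gene. Its mean normalized intensity was 634.8 over the 4 arrays, 628.9 in young adult mice and 640.7 in aged mice, measured by 1 probe. None of the 10 probes for 7 genes of the Y chromosome was well above background on any array, and their intensities ran from 7.48 to 52.2. Y chromosome probes that fail to detect their transcripts would leave *Xist* near background in male mice, and the lowest value of *Xist* on any array was 612.3, which argues against that explanation alone. RNA of female mice in the pools may explain both observations, since the highest Y chromosome value of 52.2 was not well above background. This stays a hypothesis: it was tested on the genes that raised it, with 1 *Xist* probe and no array known to be male or female. The pattern was alike in both ages, so it does not separate the groups.

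*Prl* was the gene with the largest rise, to 8062.2 on the aged arrays, and the paper lists it without discussing it. A difference between slides is argued against, because *Prl* was higher by 4.85 on the log2 scale within the slide that held both ages and by 5.07 between the other two arrays. For *Gh* these differences were 3.13 and 3.18, and for *Cga* 1.53 and 1.81. Pituitary tissue in the aged pools could raise *Prl*, *Gh* and *Cga* together. The 23 other pituitary genes had a median log2 fold change of 0.10, at percentile 92.7 of matched random lists, with 15 higher and 8 lower and 1 called in each direction. *Pomc* had a log2 fold change of 0.25 (FDR = 0.412 by limma) and *Pitx1* of 0.59 (FDR = 0.21). By the prediction written beforehand, a median within the random range spoke against pituitary tissue. It was read as open after the value was seen, because many of these genes are dim and go both ways, so that pituitary tissue and a change within the mucosa cannot be told apart for these 3 genes. A difference with age itself stays untested.

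Mature ORN markers were higher on the aged arrays, a signal the paper does not report from the arrays, while its histology counted fewer mature ORNs. All 20 markers were higher, with a median log2 fold change of 0.251, above all matched random lists, and 2 were called. Fry (P = 0.00118) and camera with an estimated correlation (P = 0.0464) also called the list. *Omp* itself had a log2 fold change of 0.15 (FDR = 0.549 by limma). A lower share of lamina propria would raise the markers of every epithelial type alike. Immature ORN markers had a median of -0.212 and basal and progenitor markers one of -0.221, both below all matched random lists. Fry called both lists (P = 0.00355 and 0.0184), and camera with an estimated correlation called neither (P = 0.0587 and 0.137). The paper's histology counted fewer immature ORNs and Ki-67-positive cells, which could lower these markers whatever the share. Their fall therefore does not decide whether a lower share raised the mature ORN markers. Sustentacular markers had a median of 0.08 at percentile 96.84, inside the random range but near its top of 0.0878. A lower share of lamina propria, a larger share of mature ORN RNA, higher expression per cell and an effect of age stay open.

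Olfactory receptor genes were found among the downregulated genes as well as the upregulated ones. The paper lists receptors in Table 3 and relates olfactory transduction to upregulated genes. There were 20 among the downregulated DEGs, against 8.26 by chance, among them *Olfr39* with a log2 fold change of -1.52 and *Olfr566* of -1.50. The count of 20 is the pattern itself and tests no explanation of it. Neither related sequences among receptor genes nor a biological difference with age was tested, and both stay open.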

How the results depend on the processing

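One alternative, the ratio of group means, was chosen after the data had been seen and is used only for the paper's ratios below. Slide as a random block could not be fitted, because no gene gave an estimate of the correlation with 4 arrays on 3 slides. Signal over background limits the values for *Il6*, *Bdnf*, *Gdnf*, *Gh* and *Cga*, each near or under the detection limit in at least one age. With only the probes well above background, *Cga* had no probe left and no value.

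All 895 DEGs kept their direction in each of the 11 fits of all 4 arrays with another background correction, normalization or handling of probes. The other fits say little on direction, since the replicate block and the trend leave the fold changes as they are, the series values equal the quantile-normalized processed signal, and the fits without 1 array share 3 arrays. The counts stayed between 326 and 464 upregulated and 484 and 701 downregulated genes over the fits with all 4 arrays and no block, and reached 525 and 692 with no expression filter. They fell to 121 and 145 at a fold change of at least 2, to 0 and 0 at an FDR below 0.05, where 5990 genes still had P below 0.05 in limma, and to 0 and 0 with the replicate number as a block, where 5197 did. Without any one array the counts were 0 and 0, with 3294 to 5291 genes at P below 0.05. The limit of 0.05 leaves no gene only with some settings: the smallest FDR was 0.0206 with an offset of 16, 0.00125 with an offset of 50, 0.00565 with no background correction, 0.00356 with only probes well above background and 1.17e-07 with an intensity trend in eBayes, against 0.0945 with the settings reported. A fold limit or an FDR limit that is stricter removes genes by its construction, and leaving out an array or adding a block removes residual degrees of freedom. The replicate numbers were not taken to pair the arrays, although the replicate 1 arrays share a slide and a scan: the differences between replicates of the 2 ages correlated at -0.0779 across all genes and at 0.0817 across those with a mean expression of at least 100, and genes are not independent replicates.

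With the replicate block the log2 fold changes were unchanged, at 1.67 for *Il6*, -1.08 for *Igf1*, -1.98 for *Col1a1*, -1.84 for *Col2a1*, -1.97 for *Col3a1* and -1.50 for *Col5a1*, but each had an FDR of 0.433. Leaving out each array in turn leaves 1 array in an age, which is assumed to vary like the others. The log2 fold change then ranged from 1.56 to 1.76 for *Il6*, -1.21 to -0.95 for *Igf1*, -2.03 to -1.94 for *Col1a1*, -1.92 to -1.76 for *Col2a1*, -2.02 to -1.93 for *Col3a1* and -1.56 to -1.44 for *Col5a1*, with no FDR below 0.25. *Bdnf* ranged from -0.39 to 0.12, the positive value without aged array 1. The median of the olfactory receptor genes ranged from 0.0276 to 0.155 and that of the steroid metabolism genes from -0.00189 to 0.118. Single genes and lists near 0 also changed sign: *Sox2* ranged from -0.12 to 0.0397, *Xist* from -0.0103 to 0.0656 and the mast cell markers from -0.093 to 0.00797.

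Within the slide that held both ages, with 1 array each and no test, the log2 differences that moved by more than the spread were, among the genes of the paper's statements, -0.42 for *Bdnf*, -0.57 for *Gdnf*, -0.13 for *Ntf3*, -0.12 for *Ntf5*, -2.06 for *Col1a1*, -1.98 for *Col2a1* and -1.60 for *Col5a1*. The medians were -0.609 for collagen genes, -0.202 for PI3K-Akt growth factor genes, -0.35 for angiogenesis genes and -0.0819 for steroid metabolism genes, whose sign reversed. A further 26 single genes and marker lists moved by more than their spread there. The cause was not tested. The processed signal with quantile normalization, and the deposited series values, which equal it, gave *Ntf5* -0.28 at an FDR of 0.23, over a range of 0.21 to 0.677 for its alternatives with a test. With the processed signal scaled to the 75th percentile *Gdnf* reversed to 0.041 and *Sox2* to 0.0197, both below the median of 0.0661 for all genes in that setting, so that relative to it neither rose. Vomeronasal markers reversed to 0.457 with the processed signal scaled to the 75th percentile and to 0.0069 with it quantile normalized or from the series values. The Y chromosome genes reversed to 0.564 and 0.0667 under the same settings, and the mast cell markers to 0.107 and 0.121. The cause was not tested. The olfactory receptor median of 0.107 was not called by fry (P = 0.146) or with an estimated correlation (P = 0.353). The collagen, extracellular matrix, PI3K-Akt and angiogenesis lists stayed lower and called in every alternative with a test.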

Differences from the paper's values

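No test was run on the differences below, and the ratio of group means is the one alternative chosen after the data had been seen. Of 71 ratios in Tables 2 and 3 that could be compared, 3 differed from the paper's, and of 142 expression levels, 18 did, where a difference is more than 1.5 times and more than the SD between replicates. Further ratios over 1.5 times apart were not counted: *8430422H06Rik*, within the SD (the paper's 9.9, against 6.40 here from averages of log values and 9.16 as a ratio of group means, chosen after the values were seen), and *Ttr* (the paper's 0.203, 0.312 here), which was not well above background on either aged array. Of the 71, 5 were over 1.5 times apart by the averages of log values and 4 by the ratio of group means, which leaves *Ttr* (0.311), *Syt10* (2.62), *Klrb1c* (1.06) and *Scgb2b15* (0.596) apart. The numbers of DEGs, 371 and 524, were within 1.5 times of the paper's reported 389 and 589 in its results and 390 and 593 in its methods. The numbers here include probes counted under the array's identifier, and 255 and 393 of them had a gene symbol.

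For *Syt10* the paper's ratio is 7.5 and the value here 2.63. The most intense probe per gene and probe averages on the linear scale bring the ratio within the paper's, and the other alternatives do not. The paper's aged level is 1267.6, against 352.2 here, and only linear averages close that gap. For *Klrb1c* the paper's ratio is 2.9 and the value here 1.05, closed by using only probes well above background, the most intense probe or linear averages and by no other alternative. The paper's aged level of *Klrb1c* is 228.1, against 61.9 here, closed only by linear averages. For *Scgb2b15* the paper's ratio is 0.357 and the value here 0.599, closed by only probes well above background, the most intense probe, linear averages and leaving out young adult array 1, and by no other. Its levels are the paper's 2610 and 931, against 311.8 and 185.7 here, closed only by linear averages.

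The paper's aged level of *C130026I21Rik* is 674, against 441.5 here, closed by offsets of 16 and 50, no background correction and linear averages and by no other alternative. For *H2-M10.3* the paper's levels are 425.5 and 1427.3, against 684.3 and 2269.7 here. The processed signal in either normalization and the series values close the first, and no alternative closes the second. For *Synpr* the paper's levels are 51.2 and 143.8, against 84.97 and 328.97 here. The same 3 settings and leaving out young adult array 1 close the first, and none closes the second. The paper's levels of *Scgb2b27* are 27679.9 and 9422.6, against 9294.7 and 3514.2 here, closed only by linear averages. The paper's aged level of *Igf1* is 648, against 386.1 here, closed only by an offset of 50.

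No alternative closed the remaining gaps. The paper's levels of *Pip* are 10295.9 and 1951.4, against 19294 and 3649.6 here. Its levels of *Col3a1* are 5068.1 and 1334, against 13754 and 3505.8 here. Its levels of *Csn3* are 2885.2 and 804.2, against 342.3 and 98.4 here.

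The paper counts *Il6* among the upregulated genes. Here it passed the P and FDR criteria with a mean expression of 75.3, under the limit. By the paper's own levels, 10 genes listed in Table 2, *Il6* among them, and 6 in Table 3 also have a mean under that limit. In this re-analysis *Il6* was a DEG with an offset of 50, no background correction, only probes well above background, the most intense probe, no expression filter, or the limit set on the higher group mean. In all, 17 genes of the tables were not DEGs here, 10 of them past P and FDR with a mean expression under the limit, and 16 of the 17 were DEGs under some other setting. The 7 genes not past P and FDR were *8430422H06Rik*, *Cga*, *H2-M10.2*, *Klrb1c*, *Gm16070*, *Olfr702* and *Scgb2b15*. An intensity trend in eBayes called *8430422H06Rik* (FDR = 0.416 without it). *Gm16070* (FDR = 0.402) and *Olfr702* (FDR = 0.422) were called with that trend or with only probes well above background, and *Klrb1c* (FDR = 0.911) with only those probes. *H2-M10.2* (FDR = 0.284) was called with offsets of 16 and 50, no background correction, only probes well above background and the trend. *Cga* (FDR = 0.26) was called with those offsets, no background correction, the processed signal in either normalization, the series values, the most intense probe, linear averages and the trend. *Scgb2b15* (FDR = 0.258) was called with the offsets, no background correction, the quantile-normalized processed signal, the series values, cyclic loess, only probes well above background, the most intense probe, linear averages, the trend and with no FDR limit.

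The paper finds steroid hormone biosynthesis among the functions of upregulated genes. The median log2 fold change of the steroid metabolism list was 0.03, inside the range of matched random lists, and 3 of its genes were upregulated DEGs, against 0.378 by chance (two-sided Fisher's exact test, adjusted P = 0.0106), so that the overlap with the DEGs goes with the paper's statement and the median of the list does not show it.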

Other observations

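The lists of smooth muscle, Schwann, mast and ciliated cells were added after the data had been seen, before their own values were, and the limits on expression in the vomeronasal test and in the test of slides were chosen after the values without them had been seen.

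Bone, osteoclast and cartilage genes other than collagens and the genes of the paper's tables fell, and so did fibroblast genes: 51 genes had a median log2 fold change of -0.461 (quartiles -0.868 and -0.195), with 44 lower, and 16 fibroblast genes one of -0.485 (quartiles -0.581 and -0.243), with 14 lower. Less bone and cartilage in the aged pools could lower the collagens and *Acp5* (log2 fold change -1.61). By the prediction it would lower the first group by more, which the medians do not show, and it was read as open after they were seen, because they lie within each other's quartiles and both lists leave out genes that were called. A lower share of lamina propria could lower them as well. Smooth muscle and pericyte genes had a median of -0.26 at percentile 0.02 and Schwann and ensheathing cell genes one of -0.49 at percentile 0. The 10 mast cell genes had a median of -0.06 at percentile 23.13, with 5 higher and 5 lower, and ciliated cell genes one of -0.06 at percentile 8.35. By the prediction, one list that does not fall spoke against this explanation, and it was read as open only after the mast cell value was seen, because 10 genes going both ways decide little. Less bone and cartilage, a lower share of lamina propria and lower expression within the tissue cannot be told apart for the collagen genes. An effect of age was not tested here. By qRT-PCR the paper found *Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Col5a1* and *Fn1* lower in aged mice, and it gives no result for *Col6a1* or *Col10a1*. Its Col-GFP mice had a lower density of GFP-positive cells in the aged lamina propria.

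The handling of dim probes is argued against as the whole cause of the rise of the olfactory receptor genes, because their median lay above the range of matched random lists under each background and normalization setting tried, at percentile 100. The size of the rise depended on the setting: the median was 0.0505 with an offset of 50, where the range ended at 0.0103, and 0.236 with the processed signal scaled to the 75th percentile, where it ended at 0.067. A larger share of mature ORN RNA may contribute to the higher median, since the markers of these cells other than receptors had a median of 0.251, which exceeds the receptors' 0.107. A larger share would move the receptors together by about as much as these markers. It accounts neither for the 40 receptors called lower nor for rises as large as those of *Olfr533* (log2 fold change 1.99) and *Olfr1508* (1.77). The 454 of 1080 receptors that were lower include dim ones, so their count decides nothing here: the median mean expression of the list was 67.2. What moved single receptors stays open, an effect of age included.

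*H2-M10.3* had a log2 fold change of 1.73 (FDR = 0.168 by limma) and *H2-M10.2* of 1.51 (FDR = 0.284). More vomeronasal tissue in the aged pools might raise them. The 265 other vomeronasal genes had a median of -0.08 at percentile 0.23, and the 23 with a mean expression of at least 100 one of -0.04 at percentile 28.32. By the prediction these values spoke against this explanation. It was read as open after they were seen, since the members are dim or go both ways, and vomeronasal tissue and a change within the mucosa cannot be told apart for these genes.

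Proliferation genes had a median of -0.436, with 33 of 36 lower and 11 called, below all matched random lists. Fry called the list (P = 0.0112), and camera with an estimated correlation did not (P = 0.0744). A lower share of dividing cells in the pooled mucosa could explain the lower median and the paper's lower number of Ki-67-positive cells, though the arrays do not show which cells. *Mki67* had a log2 fold change of -0.56 (FDR = 0.21 by limma). *Gap43* had one of -0.41, with an FDR of 0.251 just over the limit. It passed the P and FDR criteria in 10 of 15 alternatives, not counting those that leave out an array. *Sox2* had a log2 fold change of -0.04. *Tnf* had one of -0.48 (FDR = 0.365), averaged over a brighter probe at -0.02 and a dimmer one at -0.94. The dimmer *Tnf* probe was not well above background on either aged array.

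Whether a signal near background on the young adult arrays sets the size of the rise of *Il6* stays open. Its fold change at an offset of 0 was 1.65 times that at an offset of 50, but an offset lowers the fold change of any dim gene by an amount that its levels fix, so this value tests nothing, which was recognized after it was seen. An effect of age was not tested here, while the paper found *Il6* higher in the nasal mucosa of aged mice by qRT-PCR. A difference between slides is argued against as the whole cause of the DEGs. Over the genes with a mean expression of at least 100, from which the DEGs are drawn, the 2 arrays on one slide correlated at 0.9873, less than the 2 young adult arrays (0.9947) or the 2 aged arrays (0.9944), which lay on different slides. Over all genes the correlation did not follow age, with 0.9892 between young adult array 1 and aged array 2 and 0.9872 between the 2 young adult arrays.

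The other lists gave these median log2 fold changes: -0.488 for bone, -0.55 for osteoclast, -0.459 for cartilage, -0.541 for fibroblast and -0.432 for macrophage markers, all below the matched random lists, and 0.209 for the 26 pituitary and -0.0825 for the 267 vomeronasal markers. Choroid plexus markers had -0.128 (percentile 2.94) and B and plasma cell markers -0.13 (percentile 5.91), both inside the random range. SASP genes had -0.0934 (percentile 0.91, below the random range of -0.0746 to 0.0856), with 3 called higher and 5 lower, and secretory gland genes -0.129, with 9 called higher and 18 lower. Fry called the SASP list (P = 0.0378), but camera did not with the preset (P = 0.11) or an estimated correlation (P = 0.326). The Y chromosome genes had -0.168, all near background.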
